# PRMT5 Inhibition Promotes PD-L1 Expression and Immuno-Resistance in Lung Cancer

**DOI:** 10.3389/fimmu.2021.722188

**Published:** 2022-01-17

**Authors:** Rui Hu, Bingqian Zhou, Zheyi Chen, Shiyu Chen, Ningdai Chen, Lisong Shen, Haibo Xiao, Yingxia Zheng

**Keywords:** PD-L1, GSK591, lung cancer, PRMT5, immuno-resistance

## Abstract

Protein arginine transferase 5 (PRMT5) has been implicated as an important modulator of tumorigenesis as it promotes tumor cell proliferation, invasion, and metastasis. Studies have largely focused on PRMT5 regulating intrinsic changes in tumors; however, the effects of PRMT5 on the tumor microenvironment and particularly immune cells are largely unknown. Here we found that targeting PRMT5 by genetic or pharmacological inhibition reduced lung tumor progression in immunocompromised mice; however, the effects were weakened in immunocompetent mice. PRMT5 inhibition not only decreased tumor cell survival but also increased the tumor cell expression of *CD274 in vitro* and *in vivo*, which activated the PD1/PD-L1 axis and eliminated CD8+T cell antitumor immunity. Mechanistically, PRMT5 regulated *CD274* gene expression through symmetric dimethylation of histone H4R3, increased deposition of H3R4me2s on *CD274* promoter loci, and inhibition of *CD274* gene expression. Targeting PRMT5 reduced this inhibitory effect and promoted *CD274* expression in lung cancer. However, PRMT5 inhibitors represent a double-edged sword as they may selectively kill cancer cells but may also disrupt the antitumor immune response. The combination of PRMT5 inhibition and ani-PD-L1 therapy resulted in an increase in the number and enhanced the function of tumor-infiltrating T cells. Our findings address an unmet clinical need in which combining PRMT5 inhibition with anti-PD-L1 therapy could be a promising strategy for lung cancer treatment.

## Introduction

Protein arginine methylation is a common posttranslational modification that affects the function of many histones and non-histone proteins and regulates important cellular processes (1). Arginine methylation is mediated by protein arginine methyltransferases (PRMTs), which utilize S-adenosyl methionine as a methyl donor to catalyze mono- and dimethylation of the guanidino group of arginine residues (2). PRMT5 is a type II protein arginine methyltransferase that dimethylates histones, such as H3, H4, and H2A, and non-histone proteins, such as p53, p65, and HOXA9, to regulate various cellular processes including mRNA splicing, DNA repair, signal transduction, cell cycle, apoptosis, and oncogenesis (3, 4). Histone posttranslational methylation leads to changes in chromatin composition and configuration, is a principal component of epigenetic-mediated gene expression, and induces transcriptional activation or repression (5). PRMT5 drives or represses gene expression by modifying histone residues. It dimethylates histone H3R2me2s, drives H3K4me3, and promotes gene expression, whereas it dimethylates H3R8 and H4R3 to repress gene activation (4, 6).

Several studies have demonstrated high expression of PRMT5 in various tumor types including lung cancer, breast cancer, hematologic malignancies, glioblastoma, and colorectal cancer, and these studies demonstrate an important role for PRMT5 in tumorigenesis (7–11). Thus, PRMT5 is an attractive cancer target for small-molecule inhibition. Targeting PRMT5 is currently being evaluated in clinical trials in both hematologic and solid tumors, including primary and metastatic tumors, to determine efficacy and toxicity in patients (12).

Several studies have demonstrated that PRMT5 deletion affects immune cell development. Deletion of PRMT5 in all cell types is disruptive to embryonic development, and T-cell-specific deletion of PRMT5 causes a decrease in the number of thymus iNK cells and peripheral CD4+ and CD8+ T cells (13, 14). B cell-specific deletion of PRMT5 leads to reduced germinal center formation and causes B cell apoptosis (15). Inhibition of PRMT5 promotes CD8+ T cell apoptosis by upregulating P53 expression and reducing AKT pathway activity (16). PRMT5 promotes cholesterol biosynthesis and mediates Th17 responses in experimental autoimmune encephalomyelitis (EAE). Selective inhibition of PRMT5 reduces the clinical score of EAE (17, 18). These studies indicate that PRMT5 plays an important role in regulating immune cell development, including T cells, B cells, and iNKT cells.

Lung cancer is one of the most common types of malignancies worldwide and is associated with a high mortality rate. It has been the subject of extensive studies with respect to pathogenesis, diagnosis, treatment, and prognosis. Recently, immunotherapies targeting checkpoints have been evaluated in lung cancer in addition to traditional surgical techniques, radiotherapy, and chemotherapy. PD-1 expression on tumor-infiltrating lymphocytes interacts with PD-L1 expressed on tumors and/or immune cells in the tumor microenvironment (TME), thus attenuating effector T cell responses and enabling tumors to escape immune attack. Anti-PD1 mAb (nivolumab) and anti-PD-L1 mAb (atezolizumab) have been approved for lung cancer treatment; however, the overall response rate is limited (19). Exploring innovative therapies, such as targeting oncogenesis factors, with checkpoint inhibitors may represent a promising strategy to treat lung cancer.

PRMT5 expression is elevated in lung cancer, and the TGFβ–PRMT5–MEP50 axis regulates cancer cell invasion through histone H3 and H4 arginine methylation, which couples transcriptional activation and repression (7). This suggests that PRMT5 is a promising target for lung cancer treatment; however, the pharmacology of PRMT5 inhibition and its effects on immune cells are largely unknown. In the present study, we implanted syngeneic Lewis lung carcinoma (LLC) cells subcutaneously into normal and immunodeficient mice and treated them with the PRMT5-specific inhibitor, GSK591. We found that targeting PRMT5 was more effective on immunodeficient mice compared with immunocompetent mice. Moreover, we found that GSK591 treatment not only inhibited tumor cell survival but also induced tumor cell expression of type 1 IFN response and *CD274* genes, which activated the PD1/PD-L1 axis and eliminated T cell antitumor activity. Mechanistically, PRMT5 regulated *CD274* gene expression through symmetric dimethylation of histone H4R3 and high level of H3R4me2s deposition on the *CD274* promoter loci and repressed *CD274* expression, which resulted in the inhibition of PRMT5-induced *CD274* expression. Overall, our results demonstrate that PRMT5 inhibition alone inhibited lung cancer progression but induced PD-L1 expression that compromised the antitumor activity of CD8+ T cells. Combining PRMT5 inhibition with anti-PD-L1 therapy synergistically inhibited the growth of lung cancer cells and activated CD8+T cell immune surveillance, which may be an effective approach for lung cancer treatment.

## Materials and Methods

### Cells and Clinical Samples

Lung cancer cell lines, NCI-H460, HCC827, and LLC, were purchased from the Chinese Academy of Sciences Cell Bank. All cells were cultured at 37°C in a humidified incubator with 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM) (HyClone) or Roswell Park Memorial Institute (RPMI) 1640 medium (Gibco) containing 10% fetal bovine serum (FBS) (Gibco), 100 U/ml penicillin, and 100 μg/ml streptomycin (Gibco). For PRMT5 inhibition, 1 × 10^5^ cells were seeded into 24-well plates. GSK591 (Selleck) was diluted in DMSO and added to each culture at final concentrations of 250 nM or 1 μM, and the cells were harvested for further analysis.

### Animal Experiments

Male C57BL/6 and BALB/C nude mice were purchased from the Shanghai Laboratory Animal Center, Chinese Academy of Sciences (Shanghai, China). The animals were housed in the animal care facility of Shanghai Jiao Tong University School of Medicine, Xin Hua Hospital, under pathogen-free conditions. This study was carried out in accordance with the recommendations of the Institutional Animal Care and Use guidelines, Xin Hua Hospital Committee. The protocol was approved by the Institutional Animal Care and Use Committee of Xin Hua Hospital.

For subcutaneous tumorigenicity experiments. LLC cells (1.5 × 10^6^ in 150 μl, 50% Matrigel) were subcutaneously implanted into the right flanks of the nude mice. GSK591 treatment was initiated when the tumor size reached 100 mm^3^ (9 days after inoculation). Mice were randomly assigned into two groups. Animals in the GSK591 or vehicle (5% DMSO + 30% PEG300 + 65% water) groups were injected intraperitoneally at a dose of 50 mg/kg for 12 days. For the *in vivo* blockade experiments, LLC cells (1.5 × 10^6^) were injected subcutaneously into 6-week-old C57BL/6 mice. Nine days after tumor inoculation, the mice were randomly divided into four groups (IgG + vehicle, IgG + GSK591, anti-PD-L1 + vehicle, and anti-PD-L1 + GSK591). Mice were injected intraperitoneally with GSK591 (50 mg/kg) for 12 days. The mice were injected intraperitoneally with anti-PD-L1 mAb or mouse IgG control (50 mg/kg) once every 3 days (days 9, 12, 15, and 18).

### Isolation and Culture of CD8 T Cells

CD8 T cells (human) were obtained from peripheral blood mononuclear cells (PBMCs) by magnetic cell separation using the human CD8^+^T Cell Isolation Kit from Miltenyi Biotec and stimulated with 2 μg/ml anti-CD3 antibody and 1 μg/ml anti-CD28 antibody (eBioscience). Healthy individuals (n = 20, range 20–58 years) were recruited from Xinhua Hospital, Shanghai Jiaotong University School of Medicine. Prior to participation, written informed consent was obtained from all subjects. All studies were performed in accordance with the Declaration of Helsinki. The study was approved by the Research Ethics Board of Xinhua Hospital, Shanghai Jiao Tong University School of Medicine.

CD8 T cells (mouse) were generated from murine spleens by magnetic separation using the EasySep Mouse CD8 T Cell Isolation Kit from STEMCELL. Freshly isolated CD8 T cells were activated with 2 μg/ml anti-CD3 antibody and 1 μg/ml anti-CD28 antibody in RPMI-1640 with FBS. For PRMT5 inhibition, the cells were treated with 250 nM and 1 μM GSK591.

### Cell Transfection

Human PRMT5 knockdown was achieved using the short hairpin RNA (shRNA)-mediated stable silencing method. 

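The human PRMT5 gene (ENSG00000100462) lies on the minus strand of chromosome 14 of GRCh38 from 22920511 to 22929585 in GENCODE release 29, with the antisense gene PRMT5-AS1 on the other strand. The target of shRNA1, GCCCAGTTTGAGATGCCTTAT, was found in 9 of the 28 annotated PRMT5 transcripts, at 22922815 to 22922835, in the coding sequence of exon 14 of a PRMT5 transcript with 17 exons. The target of shRNA3, CCCATCCTCTTCCCTATTAAG, was found in 10 of the 28 transcripts, at 22922176 to 22922196, in the coding sequence of exon 16. The same sequence occurs in the pseudogene PRMT5P1. The whole sequence of shRNA2, TTCGGCTCAAGCCACCAATCTATG, matched no annotated transcript. Its part GGCTCAAGCCACCAATCTATG, 21 bases long, matched the 3′ UTR of PRMT5 in exon 17, from 22920711 to 22920731. The control sequence, TTCTCCGAACGTGTCACGT, shared at most 7 bases in a row with a PRMT5 transcript.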

Three sequences of short hairpin RNAs targeting PRMT5 were designed as follows: shRNA1, GCC CAG TTT GAG ATG CCT TAT; shRNA2, TTC GGC TCA AGC CAC CAA TCT ATG; shRNA3, CCC ATC CTC TTC CCT ATT AAG; and control shRNA, TTC TCC GAA CGT GTC ACG T. 293T cells were seeded at 5 × 10^4^ cells per well in 24-well plates. Cell transfection was performed using Lipofectamine 2000 (Invitrogen). The virus was collected after 48 h of transfection and used to infect NCI-H460 cells. PRMT5 stable knockdown cells were obtained after selecting with 2 μg/ml puromycin. For murine PRMT5 knockdown, three sequences of short hairpin RNA targeting PRMT5 were designed as follows: shRNA1, GCG GCG ATG GCA GTC GGA GGT GCT GGT GG; shRNA2, AGC CAG GTG ACA GTT GTC TCA TCA GAC AT; and shRNA3, TTC CTG TGG AGG TGA ACA CGG TGC TTC AT. Cell transfection was performed using Lipofectamine 2000 (Invitrogen).

### Cell Proliferation

Cells were seeded into a 96-well plate at 2 × 10^3^ cells per well with five duplicates. Next, 10% Cell Counting Kit-8 (CCK-8, Dojindo Laboratories, Japan) was added to the culture medium and incubated for 2 h at 37°C. Cell viability was monitored by measuring the absorbance at 450 nm using a PowerWave XS microplate reader (BioTek, Winooski, VT, USA).

### *In Vitro* Cell Migration Assay

Cells were suspended in serum-free DMEM and seeded into transwell inserts containing an 8-μm microporous filter (Corning, USA). The lower compartment contained DMEM with 10% FBS to attract the cells. After a 12-h incubation, cells remaining in the upper chamber were removed with flat-bottomed cotton swabs. Cells on the lower surface of the chamber were fixed with 4% paraformaldehyde and stained with 0.5% crystal violet. At least six random microscopic fields (magnification, ×200) were photographed, and the cells were counted.

### Immunohistochemistry Analysis

Immunohistochemistry (IHC) was performed on 4-µm paraffin sections. The slides were placed in a staining module for deparaffinization, epitope retrieval, and endogenous peroxidase quenching. They were then incubated with the primary antibody, anti-PD-L1 (1:100 dilution), for 1 h at room temperature. Detection of primary antibody was done with anti-rabbit HRP, and the reaction was visualized with DAB substrate (Dako REAL EnVision Kit, K5007), whereas hematoxylin was used as a counterstain. Each sample was assigned a score according to the intensity of the staining (0 = no staining, 1 = weak staining, 2 = moderate staining, and 3 = strong staining), and the proportion of stained cells (1 = 1%–25%, 2 = 25%–50%, 3 = 50%–75%, 4 = 75%–100%) was determined. The final score represents the product of the two scores.

### Flow Cytometry

For cell surface marker staining, the following antibodies were used: anti-CD45, anti-CD4, anti-CD3, anti-CD8, anti-PD1, and anti-PD-L1. For intracellular cytokine staining, cells were stimulated with cell stimulation cocktail plus protein transport inhibitors (eBioscience) for 4 h. The cells were fixed and permeabilized with Cytofix/Cytoperm buffer and stained with antibodies against intracellular cytokines and granzyme B. Flow cytometric analysis was performed with a FACSCanto II instrument (BD Bioscience) and FlowJo software (Treestar). Antibody information is provided in **Supplementary Table 1**.

### Quantitative Real-Time PCR

Total RNA was isolated from cells or tissues using TRIzol (Takara). First-strand cDNA was synthesized from total RNA using the RT Master Mix (Takara). Transcript levels were detected using SYBR Green-based real-time PCR and the ABI StepOne qPCR Detection System (Life Technologies). The mRNA levels were normalized to that of β-actin mRNA. Primer sequences are listed in **Supplementary Table 2**.

### Western Blot Analysis

Cells were harvested and lysed in 1× SDS loading buffer (Beyotime), electrophoresed on SDS-PAGE gels, and transferred to nitrocellulose membranes (Millipore). The membranes were blocked in PBST containing 5% non-fat milk and incubated with primary antibody overnight at 4°C on a rotator. The following primary antibodies were used: PRMT5 (Abcam), PD-L1 (CST), STAT1 (CST), sDMR (Abcam), and actin (ABclonal). The membranes were incubated with secondary antibodies (Abcam), and the protein signals were detected with a LI-COR Odyssey 499 Imager. The captured images were quantitated using Image Studio Version 3.0 software.

### Chromatin Immunoprecipitation Assay

NCI-H460 and LLC cells were harvested and cross-linked with 1% formaldehyde for 10 min at room temperature. The cells were mixed with glycine and incubated for 5 min at room temperature. Next, the cells were washed with ice-cold PBS and centrifuged. The supernatant was discarded, and the cells were resuspended in lysis buffer supplemented with 5 μl PIC and 5 μl PMSF. The samples were sonicated, and 50 μl of the product was removed to assess DNA fragment size. The remainder was stored at −80°C. Antibodies for control IgG (Abcam) and H4R3 me2s (Active Motif) were used for chromatin immunoprecipitation (ChIP) assay. DNA extracted from 10 μl of pre-immunoprecipitated samples was used as an input control. Beads were washed with ChIP buffer I once and then ChIP buffer II twice. The immunoprecipitated chromatin was eluted with ChIP elution buffer and incubated at 37°C for 15 min, followed by 15 min at 95°C in a thermocycler to reverse the cross-links. Then, 2 μl of Proteinase K was added and incubated at 37°C for 60 min followed by the addition of 2 μl of Proteinase K stop solution. The bound DNA fragments were verified by quantitative real-time PCR (qPCR). The PCR primer sequences for ChIP are shown in **Supplementary Table 2**.

### *In Vitro* Tumor and CD8 T Cell Coculture

Lung cancer cells were counted and plated at a concentration of 10,000 cells/well in a flat 96-well plate. Then, the corresponding activated CD8 T cells were added and cultured with targeted cells at a 10:1 ratio for 24 or 48 h. For antibody blocking experiments, cells were treated with antibody against human PD-L1 or IgG at a final concentration of 5 μg/ml.

### RNA-Seq Analysis

Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen) according to the manufacturer’s protocol. RNA-seq libraries were prepared using the Illumina TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina). Sequencing was performed on an Illumina HiSeq 2500 set to 50-bp lengths. For RNA analysis, raw reads were mapped to the human reference genome (GRCm38) by Hisat2, and differential expression analysis was done using StringTie (v1.3.4) and Ballgown51. Gene ontology analysis was performed with the Panther Classification System (http://pantherdb.org/).

### Statistical Analysis

All data are presented as the mean ± SEM. Statistical analyses were performed with Prism 8 (GraphPad Software). Data were evaluated using a two-tailed Student’s t test. *p* < 0.05 was considered statistically significant.

## Results

### Specific Knockdown of PRMT5 in the Human Lung Cancer Cell Line Is Associated With Negative Regulation of T Cells

We verified PRMT5 expression in lung cancer and found that it was increased in lung cancer cell lines compared with the embryonic fibroblast cell line, MRC-5 (**Supplementary Figure 1A**). Next, we used TCGA RNA-seq data of human lung adenocarcinoma and found that PRMT5 expression was much higher in lung tumor tissues compared with normal tissues (**Supplementary Figure 1B**), suggesting that PRMT5 may be involved in tumorigenesis in lung cancer. We constructed a stable system to downregulate PRMT5 in NCI-H460 human lung cancer lines to determine the oncogenic properties of PRMT5. The results indicated that the shRNA sequence targeting the third site of PRMT5 was most effect to knock down PRMT5 expression (**Figure 1A**). Proliferation and migration ability was decreased when PRMT5 expression was reduced (**Supplementary Figures 1C, D**). Moreover, we knocked down PRMT5 expression in another human lung cancer line, HCC827, and the LLC mouse lung cancer cell line to further verify the function of PRMT5. The data showed that inhibition of PRMT5 expression decreased both HCC827 and LLC proliferation and migration ability (**Supplementary Figures 1E-J**). 

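NCI-H460 is a cell line derived from a human large cell lung carcinoma. RNA from 3 cultures with control shRNA (NC-shRNA) and 3 with PRMT5 shRNA (PRMT5-shRNA) was sequenced as stranded mRNA libraries. The sample labels describe the control hairpin as directed against GFP. The authors mapped the reads with Hisat2, assembled expression with StringTie and deposited an estimated count and an FPKM value per gene and library. The methods name GRCm38, a mouse assembly, as the human reference. Of the 58825 gene identifiers in the data, all human, 58552 were found in GENCODE release 29 of GRCh38. The total count was 69606034, 70518401 and 62125927 in the NC-shRNA libraries and 53531257, 69077084 and 56507279 in the PRMT5-shRNA libraries. These counts were whole numbers and were tested without further rounding. In each library between 1214 and 1319 genes had exactly 4 counts, against 283 to 546 genes with 3 or with 5, so a count is not read here as 1 sequenced fragment. Counts were scaled by edgeR's TMM method, genes with too few counts were removed by edgeR's filterByExpr, and 20295 genes were tested between the groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The choice of test was the processing step that moved the number of called genes most.
PRMT5 itself had 9604, 8812 and 7966 counts in the NC-shRNA libraries and 2502, 3188 and 2203 in the PRMT5-shRNA libraries. Scaled to CPM (counts divided by the TMM-scaled library size), this was 133 ± 8.90 (SD, n = 3) against 43.2 ± 4.28 (SD, n = 3), a log2 fold change of -1.62 (standard error 0.0943, edgeR adjusted p = 0.0063). PRMT5 transcript in PRMT5-shRNA cells was thus at 32.6% of its level in NC-shRNA cells. Every PRMT5-shRNA library was below every NC-shRNA library (exact two-sided permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow).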

To further explore the role of PRMT5 in lung cancer, we performed RNA sequence analysis on NCI-H460 cells that were stably transfected with PRMT5 shRNA and control shRNA using three biological replicates. 

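Between PRMT5-shRNA and NC-shRNA cells, 10 genes were higher and 4 were lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test. At the looser thresholds of an unadjusted p under 0.05 and a fold change over 1.5, 513 genes were higher and 262 lower. DESeq2 moved the first count most, to 303 higher and 227 lower genes, which included all 14 genes called by edgeR. On simulated counts, 67 of 258 DESeq2 calls were false, against 14 of 187 in the quasi-likelihood test. With the replicate number as a block in the edgeR fit, 0 genes passed an adjusted p of 0.05, 2382 genes had an unadjusted p under 0.05, and 462 higher and 229 lower genes passed the looser thresholds. Under this block the log2 fold change of PRMT5 was -1.62 (adjusted p = 0.14). Libraries with the same replicate number did not deviate together from their group means: across genes, the correlations of these deviations were 0.0012, -0.039 and 0.064 for replicates 1, 2 and 3.
Across 10487 genes with a mean log2 CPM over 3, the correlation between libraries of different groups ranged from 0.959 to 0.976, within NC-shRNA from 0.972 to 0.978 and within PRMT5-shRNA from 0.970 to 0.974. Genes are not independent replicates, and these values carry no test. The first principal component held 30.9% of the variance and separated the 3 PRMT5-shRNA libraries from the 3 NC-shRNA libraries.
Besides PRMT5, the lower genes with the smallest p were IL1R2 (ENSG00000115590, chromosome 2, 101991844 to 102028544), FRMD8 and HYPK. IL1R2 had 8.73 ± 0.401 CPM in NC-shRNA and 0.431 ± 0.123 in PRMT5-shRNA cells (SD, n = 3 each), a log2 fold change of -4.33 (standard error 0.237, edgeR adjusted p = 0.0063). FRMD8 had a log2 fold change of -1.25 (edgeR adjusted p = 0.025). HYPK, which overlaps SERF2 on the same strand, so that counting could divide reads between them, had a log2 fold change of -3.84 (edgeR adjusted p = 0.034). Of the higher genes, ADAM19, which overlaps AC008676.3 on the same strand and CYFIP2 among others on the other, had a log2 fold change of 1.87 (standard error 0.141, edgeR adjusted p = 0.018). DDIT3, which overlaps AC022506.1 on the same strand and MARS on the other, had a log2 fold change of 1.28 (edgeR adjusted p = 0.020), FGG of 0.88 (edgeR adjusted p = 0.020) and ARMC10, opposite CRYZP1, of 0.83 (edgeR adjusted p = 0.034). The lincRNA gene CU639417 had 0 counts in every NC-shRNA library and 170, 224 and 208 in the PRMT5-shRNA libraries, at least 68.6-fold higher against a floor of 3 counts and at least 17.1-fold against a floor of 12 counts, which applies if each fragment gives 4 counts (edgeR adjusted p = 0.018).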

The data showed that PRMT5 knockdown cells exhibited different transcriptional profiles compared with control cells (**Figure 1B**). 

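A list of 96 genes that act on T cell activation, many of them to restrain it, and a list of 82 type I interferon response genes were written from general knowledge, since the annotation behind Figure 1C was not used here. Of the T cell list, 64 genes were expressed highly enough to be tested, with a median log2 fold change of 0.09, and 37 of the 64 were higher in PRMT5-shRNA cells. As a whole the list was shifted upwards with an adjusted p of 0.064 in limma's camera test over 5 lists, and 0.097 with the replicate number as a block. With the inter-gene correlation estimated from the data, the camera adjusted p of the list was 0.29. Among the 775 genes past an unadjusted p of 0.05 and a fold change of 1.5 were 8 of its members, all higher, where 2.44 would be drawn by chance (Fisher's exact test, two-sided, adjusted p = 0.015 over the same lists). These members were ARG2, CD274, DUSP3, FGL2, IDO1, LAPTM5, LRRC32 and MDK. All of them but LAPTM5 are drawn in Figure 1D, from these same libraries. Without the Figure 1D genes, 1 member was past the thresholds, where 2.18 would be drawn by chance, and the camera adjusted p was 0.58. This loss was largely fixed in advance by the removal of these members.
Of the interferon list, 76 genes were tested, with a median log2 fold change of 0.03 and 43 of the 76 higher in PRMT5-shRNA cells. Its camera adjusted p was 0.34, and 0.42 with the replicate number as a block. Past the thresholds were 5 members, GBP2, IFI27, IFITM1, MX1 and MX2, all higher, against 2.90 drawn by chance (Fisher's exact test, two-sided, adjusted p = 0.54).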

Interestingly, PRMT5 knockdown cells were enriched in the negative regulation of T cells and type I INFγ response genes (**Figure 1C**). We found that negative regulation of T cell molecules, such as Arg2, CD274, and Ido1, was increased in the PRMT5 shRNA group compared with the control group (**Figure 1D**). 

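ARG2 (ENSG00000081181, chromosome 14 of GRCh38, 67619798 to 67651720), which lies opposite VTI1B, had 231, 182 and 157 counts in the NC-shRNA libraries and 320, 388 and 307 in the PRMT5-shRNA libraries. Scaled to CPM, this was 2.86 ± 0.502 against 5.58 ± 0.265 (SD, n = 3 each), a log2 fold change of 0.96 (standard error 0.168, adjusted p = 0.16 over all genes in edgeR's quasi-likelihood test). CD274 (ENSG00000120217, chromosome 9, 5450503 to 5470566), which encodes PD-L1, had 2.87 ± 0.140 CPM in NC-shRNA and 5.31 ± 0.449 in PRMT5-shRNA cells (SD, n = 3 each), a log2 fold change of 0.89 (standard error 0.140, edgeR adjusted p = 0.12). IDO1 (ENSG00000131203, chromosome 8, 39902275 to 39928444) was measured on 24 to 37 counts in NC-shRNA and 55 to 75 in PRMT5-shRNA libraries, and overlaps AC007991.2 on the same strand. Its log2 fold change was 1.11 (standard error 0.325, edgeR adjusted p = 0.27). For each of the 3 genes, every PRMT5-shRNA library was above every NC-shRNA library (exact two-sided permutation test, p = 0.10 each, the smallest that 3 libraries against 3 allow). Over the alternatives, the adjusted p ran from 6.75e-04 to 0.384 for ARG2 and from 3.19e-04 to 0.366 for CD274, with DESeq2 at the low end.
Of the 19 symbols in Figure 1D, 17 matched a gene in the data. All 17 differed in the direction drawn there, 13 higher and 4 lower in PRMT5-shRNA cells, and the groups did not overlap for 15 of them. For a gene chosen without regard to these libraries chance gives 10%, but Figure 1D was drawn from the same libraries, so neither count is an independent test. Adjusted over all genes, PRMT5 alone of the 17 matched genes passed an edgeR adjusted p of 0.05. The other 16 genes had adjusted p-values from 0.11 to 0.40 and log2 fold changes between 0.61 and 1.98 in size. Adjusted over the heatmap genes alone, 16 passed, which for the same reason shows no stability. From the RNA-seq, qPCR and flow cytometry results, the paper proposes that PRMT5 knockdown, while reducing proliferation and migration, may also destroy the antitumor activity of T cells.

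**Figure D1:**
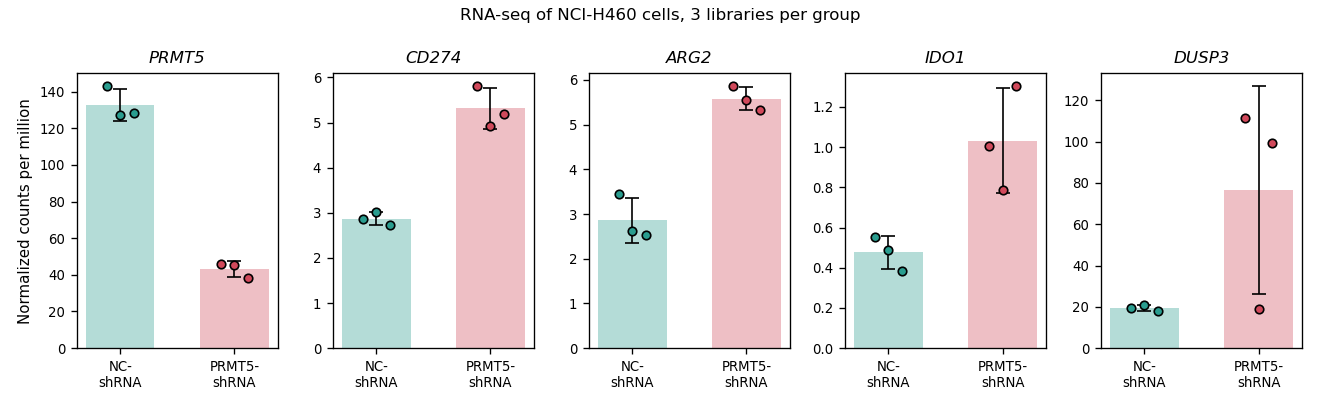
TMM-normalized CPM of PRMT5, CD274, ARG2, IDO1 and DUSP3 in 3 NC-shRNA and 3 PRMT5-shRNA libraries. Each point is 1 library, bars are means and error bars the SD, and each panel has its own axis starting at 0. PRMT5 is lower and CD274, ARG2 and IDO1 are higher in all 3 PRMT5-shRNA libraries, while 1 PRMT5-shRNA library has DUSP3 at the NC-shRNA level.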

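Further genes of Figure 1D were MDK, FGL2, LRRC32 and DUSP3. MDK had 3.94 ± 0.958 CPM in NC-shRNA and 6.38 ± 0.0757 in PRMT5-shRNA cells (SD, n = 3 each), a log2 fold change of 0.70 (edgeR adjusted p = 0.27). FGL2, which lies opposite CCDC146, had a log2 fold change of 0.81 (edgeR adjusted p = 0.20). LRRC32, which lies opposite AP001189.1, was measured on 41 to 47 counts in NC-shRNA and 76 to 129 in PRMT5-shRNA libraries, with a log2 fold change of 1.44 (edgeR adjusted p = 0.17). For MDK, FGL2 and LRRC32 the 2 groups of libraries did not overlap. DUSP3 had 1319, 1444 and 1107 counts in the NC-shRNA libraries and 6079, 1330 and 5725 in PRMT5-shRNA replicates 1, 2 and 3, so that replicate 2 was at the level of NC-shRNA. Its log2 fold change of 1.98 (standard error 0.578, edgeR adjusted p = 0.27) rested on the other 2 PRMT5-shRNA libraries, and the groups overlapped (exact two-sided permutation test, p = 0.30).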

We verified these molecules by real-time qPCR, and the data were consistent with that of RNA sequencing (**Figure 1E**). Also, flow cytometry data showed that PD-L1 expression was increased in the PRMT5 knockdown cells compared with control cells (**Figure 1F**). These results indicate that although PRMT5 knockdown reduced lung cancer cell proliferation and migration, it may also destroy the antitumor activity of T cells.

**Figure 1:**
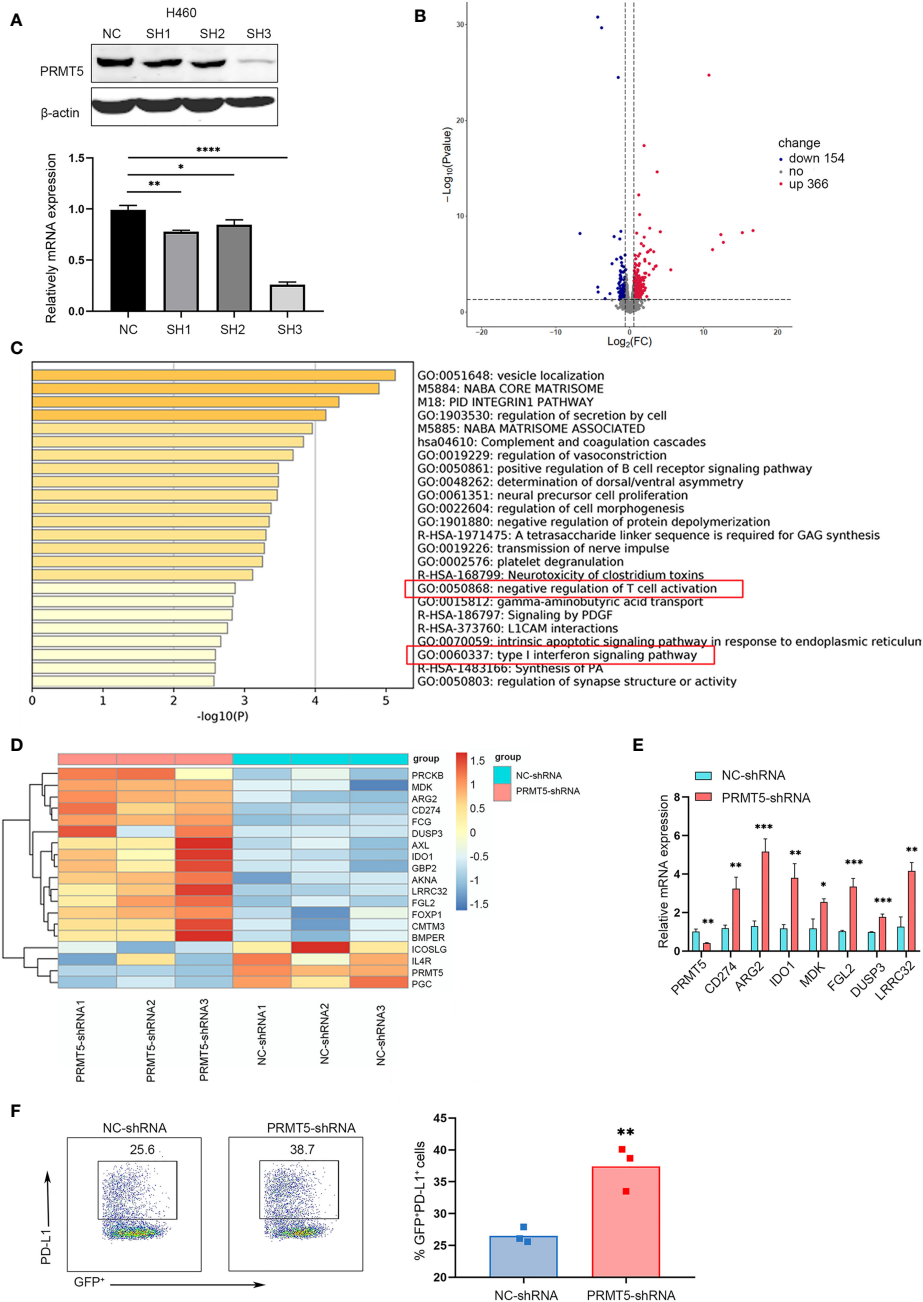
Specific knockdown of PRMT5 in the human lung cancer cell line is related to negative regulation of T cell activation. **(A)** Three shRNA sequences targeting PRMT5 were designed. *PRMT5*-specific or control shRNA was transfected into the NCI-H460 human lung cancer line, and PRMT5 expression was measured by Western blot analysis (top) and qPCR (bottom). Data are the means ± SEM of three independent experiments. Statistical differences were determined by two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **(B)** Volcano plot showing the up- and downregulated genes in NCI-H460 cells between NC-shRNA and PRMT5-shRNA. Each group contained three replicates. **(C)** Bar graph of enriched terms of the differentially expressed genes between NC-shRNA and PRMT5-shRNA in HCI-H460 cells. Red boxes show the prominent GO terms. **(D)** Heatmap plot showing the negative regulation of T cell activation-associated genes between NCI-H460 PRMT5-shRNA and NC-shRNA cells. **(E)** Quantitative PCR verifying the candidate genes in NCI-H460 PRMT5-shRNA and NC-shRNA cells. The mean ± SEM is graphed. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01, ***p < 0.001. **(F)** PD-L1 expression was measured in NC-shRNA and PRMT5-shRNA NCI-H460 cells by flow cytometry. Data are representative of three independent experiments. Mean ± SEM was graphed. Statistical differences were determined by a two-tailed unpaired Student’s t test, **p < 0.01.

### Treatment With the PRMT5 Inhibitor, GSK591, Promotes PD-L1 Expression *In Vitro and In Vivo*

We evaluated the effect of a PRMT5-specific inhibitor in human and mouse lung cancer cell lines. First, we determined the appropriate concentration of GSK591, which has been reported as a PRMT5 inhibitor (20). We treated the lung cancer cell lines, HCC827 and NCI-H460, with various concentrations of GSK591 for 4 days. Symmetric pan-dimethyl arginine (SDMR) expression was markedly decreased following treatment of lung cancer cell lines with 250 nM GSK591 (**Figure 2A**). Next, we treated HCC827 and NCI-H460 with GSK591 at 250 nM separately and analyzed PD-L1 mRNA and protein expression. Consistent with the PRMT5 shRNA experiments, the PRMT5 inhibitor increased *CD274* and PD-L1 expression (**Figure 2B**). Moreover, when the cells were treated with GSK591 at different time points and analyzed by flow cytometry, PD-L1 expression was significantly increased in a time-dependent manner in both HCC827 and NCI-H460 cells (**Figure 2C**). In addition, we treated LLC with GSK591 and evaluated *CD274* mRNA and PD-L1 protein levels. Similar to the results with human lung cancer cell lines, PD-L1 mRNA and protein expressions were increased at 1 μM in a time-dependent manner (**Figures 2D, E**).

**Figure 2:**
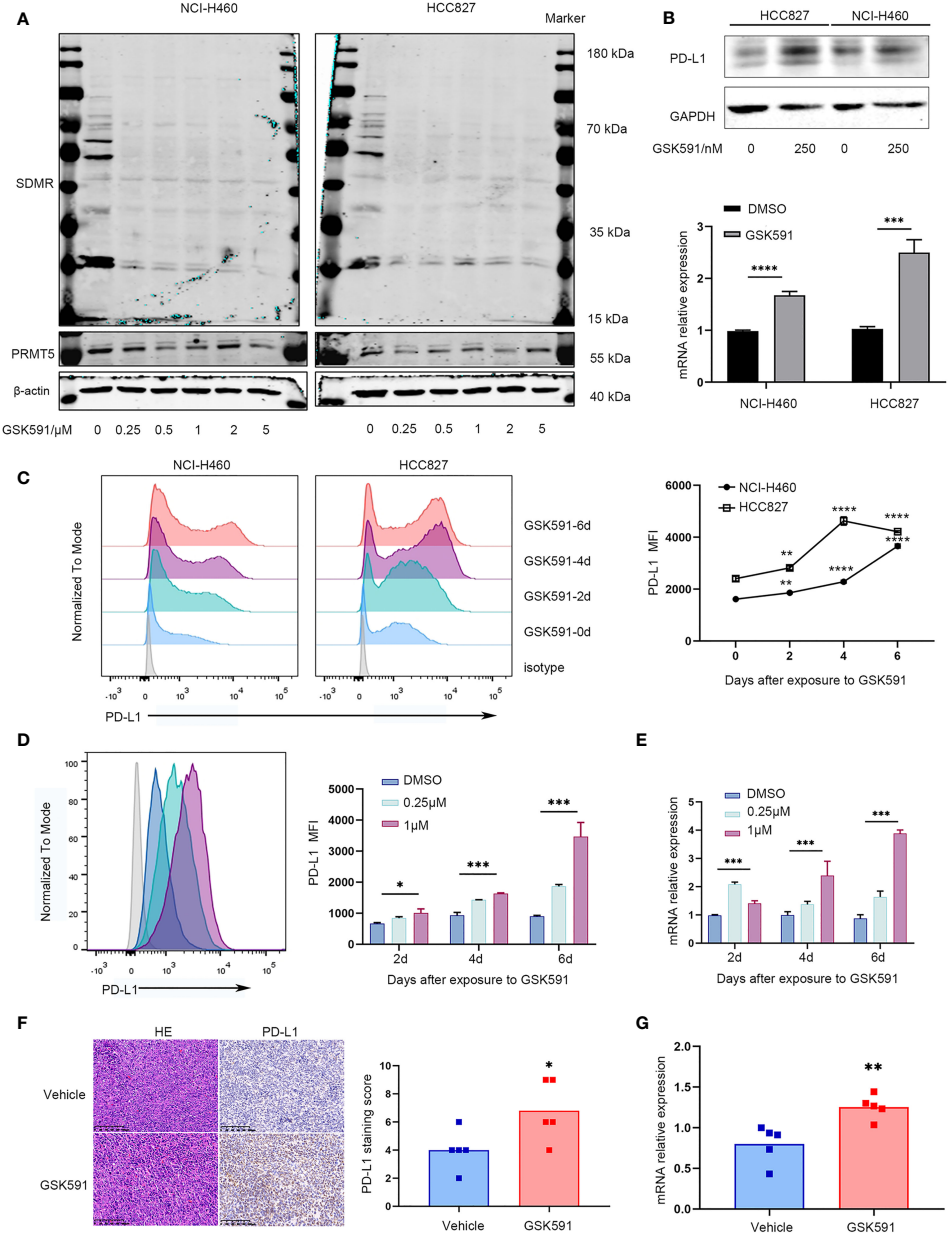
PRMT5 inhibition leads to upregulation of PD-L1 *in vitro* and *in vivo.* **(A)** NCI-H460 and HCC827 cells were cultured in the presence or absence of a PRMT5-inhibiting molecule (GSK591) at the indicated concentrations for 4 days. Western blot analysis of NCI-H460 cells (left) and HCC827 cells (right) (symmetric dimethylated arginine sDMR and PRMT5 expression; β-actin served as loading control. One of three similar results is shown. **(B)** NCI-H460 and HCC827 cells were cultured in the presence or absence of 250 nM GSK591, and PD-L1 expression was measured by Western blot analysis (top) and CD274 expression by qPCR (bottom) after 4 days. Data are the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, ***p < 0.001, ****p < 0.0001. **(C)** NCI-H460 and HCC827 cells were cultured in the presence or absence of 250 nM GSK591, and PD-L1 expression was analyzed by flow cytometry on days 0, 2, 4, and 6. Data represent the mean fluorescence intensity (MFI). One of three similar results is shown. **(D, E)** LLC cells were treated in the presence or absence of GSK591 at the indicated concentrations; PD-L1 expression was determined on days 2, 4, and 6 by flow cytometry **(D)** and qPCR **(E)**. Data represent the mean fluorescence intensity (MFI) and *Cd274* mRNA normalized to *Actb.* **(F, G)** Nude mice bearing LLC tumors were treated with GSK591 (50 mg/kg) or vehicle (n = 5/group) for 12 days. PD-L1 protein expression was measured by histochemistry **(F)**, and *Cd274* mRNA expression was measured by qPCR **(G)**. Representative HE and IHC images for PD-L1 expression of the tumor sections from the vehicle and GSK591-treated groups are shown. Scale bar = 100 μm. Means ± SEM are plotted. *p < 0.05, **p < 0.01, *** *p* < 0.001, ****p < 0.0001.

To further evaluate the *in vivo* effects of PRMT5 inhibition on *CD274* expression, we performed an *in vivo* study in which LLC cells were implanted subcutaneously into nude mice and treated with 50 mg/kg GSK591 once a day. After 12 days of continuous treatment, animals were euthanized, and the tumors were resected. We found that GSK591 treatment significantly reduced tumor weight and volume compared with vehicle treatment (**Supplementary Figures 2A, C**). Also, SDMR expression was decreased in the GSK591-treated group (**Supplementary Figure 2D**). We then used qPCR, Western blot analysis, and immunohistochemistry (IHC) to evaluate PD-L1 expression in tumor tissues. Interestingly, both *CD274* mRNA and PD-L1 protein expression increased in tumor tissue from the GSK591-treated group (**Figures 2F, G**, **Supplementary Figure 2E**). Collectively, our *in vitro* and *in vivo* studies confirmed that PRMT5 inhibition induced PD-L1 expression.

### PRMT5 Regulates PD-L1 Expression Through Symmetric Dimethylation of Histone H4R3

We explored the mechanisms of PD-L1 regulation by PRMT5. Previous reports indicated that IFN-γ upregulates PD-L1 expression through the JAK/STAT-1 pathway (21). Therefore, we used qPCR and Western blot analysis to measure the expression of STAT1 and PD-L1 after PRMT5 inhibition. The results indicated increased the expressions of STAT1 and PD-L1 mRNA; however, STAT1 increased to a lesser degree compared with PD-L1 (**Figure 3A**). STAT1 protein expression levels in the PRMT5 inhibition group were slightly increased (**Figure 3B**). We further confirmed these findings in shRNA knockdown experiments, and the results were consistent with PRMT5 inhibition by GSK591 (**Figure 3C**). Moreover, when cells were stimulated with IFNγ, total STAT1 and p-STAT1 expression levels were increased, but there was no significant difference between the PRMT5 shRNA and control groups (**Figure 3D**). Our data indicated that PRMT5 regulated PD-L1 expression primarily through IFNγ-STAT1-dependent pathways; however, other mechanisms may be involved in the regulation of these pathways. PRMT5 is a type II arginine methyltransferase and has been reported to play an important role in histone and non-histone methylation during cell signaling, which further attenuates the transcription factor expression. One mechanism by which PRMT5 suppresses gene expression is through the methylation of H4R3 (H4R3me2s), which contributes to transcriptional repression (22). We measured H4R3me2s expression in PRMT5 shRNA NCI-H460 cells, and the results showed that knockdown of PRMT5 decreased H4R3me2s expression (**Figure 3E**). Furthermore, a ChIP PCR assay was performed to verify whether H4R3me2s repressed *PD-L1* transcription. The results showed that H4R3me2s binding to the *CD274* promoter was decreased when PRMT5 was knocked down in NCI-H460 cells (**Figures 3F, G**). We also verified ChIP PCR in LLC cells. The data were consistent with that of the human lung cancer cell line. H4R3me2s binding to the murine *CD274* promoter was reduced in the PRMT5 shRNA group compared with the control group (**Figures 3H, I**). Collectively, these findings suggest that PRMT5 regulates PD-L1 expression *via* PRMT5-mediated epigenetic repression.

**Figure 3:**
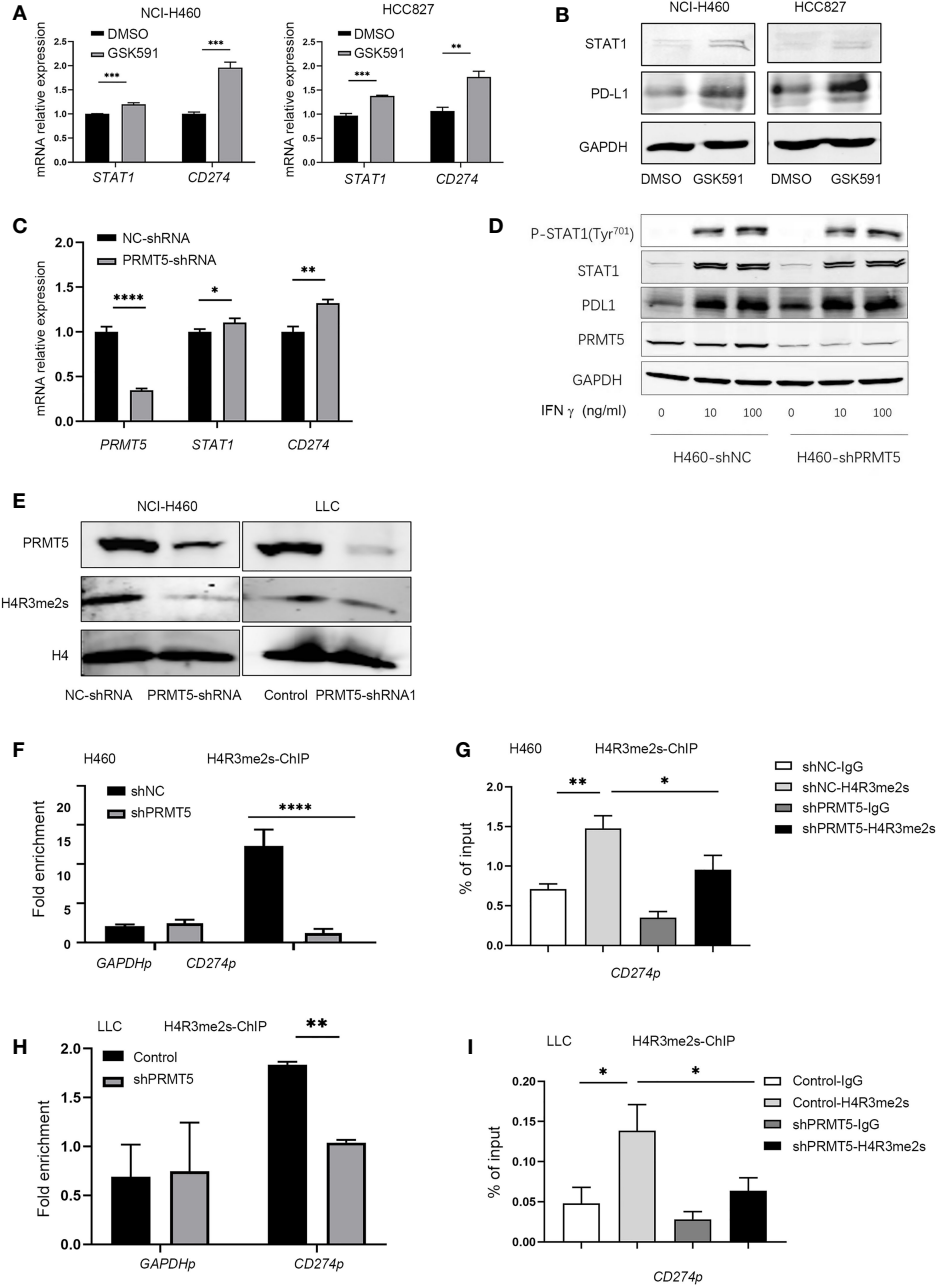
Inhibition of PRMT5 upregulates PD-L1 expression through symmetric dimethylation of H4R3. **(A, B)** NCI-H460 and HCC827 cells were cultured in the presence or absence of 250 nM GSK591 for 4 days, and *STAT1* and *CD274* transcripts were measured by qPCR **(A)**. Data are the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, **p < 0.01, ***p < 0.001. STAT1 and PD-L1 expressions were detected by Western blot analysis and GAPDH served as a loading control **(B)**; one of three similar results are shown. **(C)** PRMT5 was knocked down in NCI-H460 cells, and *STAT1* and *CD274* mRNA expression was determined by qPCR. Data are the means ± SEM of three independent experiments. Statistical differences were determined by two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01, ***p < 0.001. **(D)** NC-shRNA- and PRMT5-shRNA-treated NCI-H460 cells were stimulated with recombinant human IFNγ at the indicated concentrations for 12 h. Total and phosphorylated STAT1, PD-L1, and PRMT5 were analyzed by Western blot analysis. GAPDH served as a loading control. **(E)** Immunoblot of H4R3 me2s in NCI-H460 and LLC cells after PRMT5 was knocked down; H4 served as a loading control. One of three similar results is shown. **(F, G)** PRMT5 was knocked down in NCI-H460 cells, and ChIP qPCR was performed to determine H3R2 me2s binding to the *CD274* promoter locus (*CD274*p) in NCI-H460 shPRMT5 cells compared with shNC cells. IgG or anti-H4R3 me2s antibodies were utilized in the chromatin immunoprecipitation assay. Fold enrichment was calculated as the H4R3 me2s signal/IgG signal for each sample **(F)**. The *GAPDH* promoter locus (*GAPDH*p) was utilized as a negative control. qRT-PCR values from IgG and H4R3 me2s were normalized by the input qRT-PCR values **(G)**. Data are the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **(H, I)** PRMT5 was knocked down in LLC cells, and ChIP qPCR was performed to determine H4R3 me2s binding to the *CD274* promoter locus (*CD274*p) in LLC shPRMT5 cells compared with control cells. IgG or anti-H4R3 me2s antibodies were utilized in the chromatin immunoprecipitation assay. Fold enrichment was calculated as the H4R3 me2s signal/IgG signal for each sample **(H)**. The *GAPDH* promoter locus (*GAPDH*p) was utilized as a negative control. qRT-PCR values from IgG and H4R3 me2s were normalized by the input qRT-PCR values **(I)**. Data are the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01.

### PRMT5 Inhibition Reduces CD8 T Cells Effector Function *In Vitro*

Previously, we found that PRMT5 inhibition by PRMT5 shRNA or a selective chemical inhibitor induced *CD274* mRNA and PD-L1 protein expression. We hypothesized that PRMT5 inhibition may cause immune-resistance in addition to direct antitumor effects in lung cancer. Therefore, PRMT5 shRNA or control shRNA NCI-H460 stable transformation cells were cocultured with CD8 T cells to evaluate the CD8 T cell antitumor activity after PRMT5 expression was inhibited. The data showed that knockdown of PRMT5 in NCI-H460 cells decreased survival compared with the control group, suggesting that PRMT5 directly affects lung cancer line survival. However, when these cells were cocultured with human CD8 T cells and stimulated with anti-CD3 and CD28 antibodies, while apoptosis of NCI-H460 cells was increased compared with cultured cells alone, there was no difference between the PRMT5 shRNA and control groups in the coculture system (**Figure 4A**). Notably, HLA-mismatched PBMC-derived CD8 T cells and NCI-H460 may react in an allogeneic fashion in this coculture system. Next, we used mouse CD8 T cells and cocultured them with LLC cells. Following GSK591 treatment, the tumor-killing ability was reduced compared with the control group (**Figure 4B**). These results suggest that PRMT5 inhibitors have negative effects on T cell activation and cytokine secretion (23), so we pretreated LLC cells with GSK591 for 4 days, washed them thoroughly with culture medium, cocultured them with CD8 T cells for another 24 h, and measured CD8 T cell antitumor activity. The results indicated that the antitumor ability of CD8 T cells was decreased in GSK591-pretreated LLC cells compared with the control (**Figure 4C**). In addition, we measured CD8 T cell inflammatory cytokine expression in the cocultured system. The results indicated that CD8 T cells, when cocultured with PRMT5 shRNA knockdown stable cell lines, granzyme B, IFNγ, and TNFα expressions were decreased compared with the control group (**Figure 4D**). For LLC cells cocultured with murine CD8 T cells in the presence of GSK591, IFNγ, IL-2, and TNFα expression was reduced compared with the DMSO group (**Figure 4E**). Similarly, GSK591-pretreated LLC cells reduced murine CD8 T cell expression of IFNγ and TNFα in the coculture system (**Figure 4F**). These data suggest that PRMT5 inhibition directly affected tumor cells but also reduced the antitumor activity of CD8 T cells, which may result from a higher expression of PD-L1 when tumor cell PRMT5 expression was inhibited. As expected, when the PD-L1-specific antibody was added into the coculture system, the CD8 T cell antitumor activity was restored (**Figure 4G**). Thus, our *in vitro* data support a link between PRMT5 inhibition and immune-resistance mediated by PD-L1 expression.

**Figure 4:**
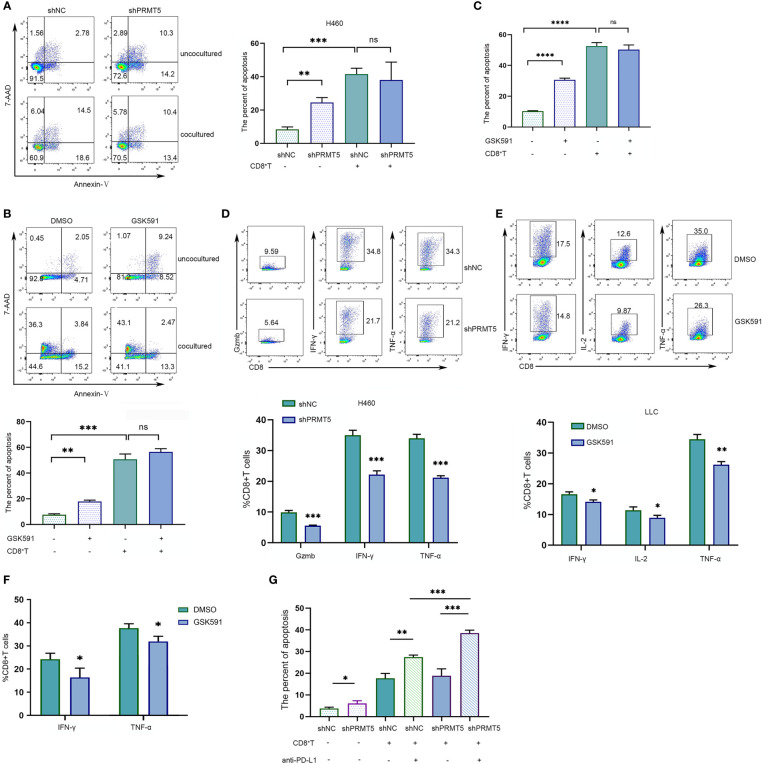
PRMT5 inhibition reduces CD8 T cell antitumor activity by inducing PD-L1 expression in lung cancer lines. **(A)** NC-shRNA and PRMT5-shRNA NCI-H460 cells cultured alone or cocultured with human CD8 T cells; NCI-460 apoptosis was analyzed by flow cytometry. Representative plots are shown (left). Bar graph (right) shows the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, **p < 0.01, ***p < 0.001, ns, not significant. **(B)** LLC cells were treated with 250 nM GSK591 and cultured alone or with mouse CD8 T cells. LLC apoptosis was analyzed by flow cytometry. The representative plots (upper) are shown; bar graph (bottom) indicates the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, **p < 0.01, ***p < 0.001. **(C)** The LLC cell line was pretreated with GSK591 at 250 nM for 4 days and washed thoroughly with culture medium, then cocultured with CD8 T cells for another 24 h. Data show the percent apoptosis of the LLC cells. Bar graph shows the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, ****p < 0.0001, ns—no significant. **(D)** CD8 T cells were cocultured with NC-shRNA and PRMT5-shRNA NCI-H460 cells for 48 h. Gzmb; IFN-γ; TNF-α expressions were assessed by flow cytometry. Bar graph (bottom) shows the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, ***p < 0.001. **(E)** CD8^+^ T cells were cocultured with DMSO-treated and GSK591-treated LLC cells. IL-2, IFN-γ, and TNF-α expressions were determined by flow cytometry. Bar graph (bottom) shows the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01. **(F)** The LLC cell line was pretreated with GSK591 at 250 nM for 4 days and washed thoroughly with culture medium, then cocultured with CD8 T cells for another 24 h. IFN-γ and TNF-α expressions were determined by flow cytometry. Bar graph shows the means ± SEM of three independent experiments. Statistical differences were determined a by two-tailed unpaired Student’s t test, *p < 0.05. **(G)** CD8 T cells were cultured with NC-shRNA and PRMT5-shRNA NCI-H460 cells, and anti-PD-L1 or control IgG was added. NCI-H460 apoptotic cells were determined by flow cytometry. Bar graph shows the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01, ***p < 0.001.

### Combined PRMT5 Inhibition and Anti-PD-L1 Antibody Enhances Antitumor Ability

Based on previous findings, we demonstrated that blocking PRMT5 expression has an antitumor effect, but it also induces PD-L1 expression. Thus, PMRT5 inhibition alone may not be the optimal therapy for lung cancer. We hypothesize that combining the anti-PD-L1 antibody with the PRMT5 inhibitor may achieve a better effect than either therapy alone. Indeed, when C57BL/6 LLC-bearing mice were treated with GSK591 (50 mg/kg, od) alone, tumor weight and volume were deceased compared with the vehicle; however, the effect was less than that observed for the nude mice (**Figures 5A–D**). Moreover, PD-L1 expression was increased in the GSK591-treated group compared with the control group (**Figure 5E**). In addition, the proportion of PD1-expressing CD8 T cells was increased in the GSK591-treated group, but the percentage of PD-1+ CD4 cells was unchanged (**Figure 5F**). Moreover, tumor-infiltrating CD4 and CD8 T cells were decreased in the GSK591-treated group, whereas infiltrating NK, B, macrophages, and Treg cells were not significantly different between the two groups (**Supplementary Figures 3A-E**). These data suggest that GSK591 treatment influences T cell function. Next, we treated mice with a combination of GSK591 and anti-PD-L1. C57BL/6 mice treated with anti-PD-L1 alone exhibited no significant antitumor response in the LLC mouse model (**Figures 5G–I**). However, marked tumor regression was observed in the combination group compared with GSK591 alone (**Figures 5G–I**). Although the combination therapy did not prolong survival (**Figure 5J**), tumor-infiltrated CD8 T and CD4 T cells were significantly increased in the combination groups (**Figures 5K, L**). Combination treatment resulted in increased IFNγ and IL-2 secretion by CD8 but not CD4 T cells (**Figure 5M** and **Supplementary Figure 4**). Our data suggest that combined PRMT5 inhibition and anti-PD-L1 antibody therapy influences CD8 T cell function and achieved better effects compared with single-agent therapy.

**Figure 5:**
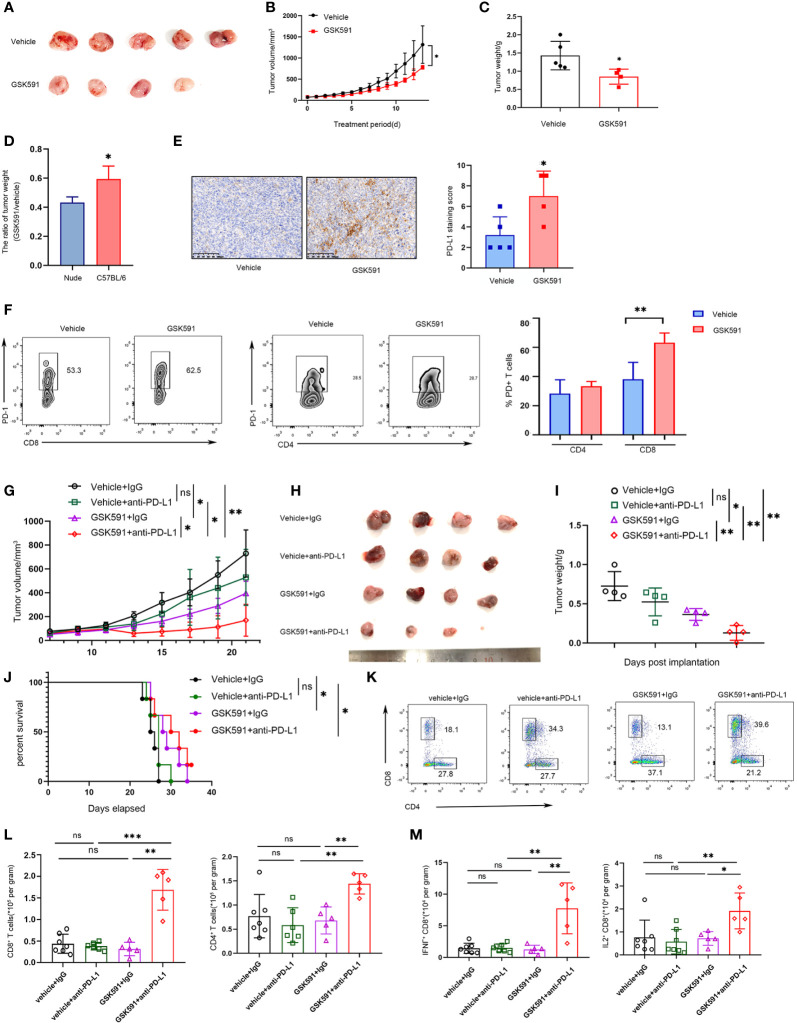
Combined PRMT5 inhibition and anti-PD-L1 antibody enhances antitumor activity. **(A–D)** C57BL/6 mice bearing LLC tumors were treated with GSK591 (50 mg/kg) or vehicle (n = 5/group) for 12 days. Images of resected tumors **(A)**, tumor growth curves **(B)**, and tumor weights **(C)** are shown. The tumor weight ratio of GSK591 treated with vehicle in C57BL/6 mice and nude mice **(D)**. One of three similar results is shown. Bar graph shows the means ± SEM of three independent experiments. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05. **(E)** PD-L1 expression was determined by IHC in GSK591 or the vehicle-treated group. Statistical differences were determined by a two-tailed unpaired Student’s t test, **p < 0.01. **(F)** PD1 expression was determined in infiltrated CD8T and CD4T cells by flow cytometry. Statistical differences were determined by a two-tailed unpaired Student’s t test, **p < 0.01. **(G–J)** C57BL/6 mice bearing LLC tumors were treated with IgG (10 mg/kg), anti-PD-L1 (10 mg/kg), and GSK591 (50 mg/kg) or the combination (n = 4 per group). Tumor volumes **(G)**, images of resected tumor tissues **(H)**, tumor weights **(I)**, and survival of mice **(J)** are shown. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05, *p < 0.01. For the survival curve, the *p* value was established by the Mantel–Cox test. **(K, L)** Flow cytometry analysis of tumor infiltrating CD8 T and CD4T cells after anti-PD-L1 and GSK591 treatment. Representative plots are shown **(K)**. Bar graph shows the means ± SEM **(L)**. Statistical differences were determined by a two-tailed unpaired Student’s t test, **p < 0.01, ***p < 0.001, ns—no significant. **(M)** IFNγ and IL-2 expressions in tumor-infiltrating CD8 T cells were analyzed by flow cytometry. Bar graph shows the means ± SEM. Statistical differences were determined by a two-tailed unpaired Student’s t test, *p < 0.05, **p < 0.01, ns, not significant.

## Discussion

Anticancer therapies that target tumor-specific genetic represent a promising strategy; however, drugs might also impair tumor-activated immune cells while targeting the highly proliferative cancer cells. PRMT5 is the main type II enzyme that catalyzes symmetric dimethylarginine of histone proteins to induce gene silencing by producing repressive histone marks, such as H2AR3 me2s, H3R8 me2s, and H4R3 me2s (3, 24, 25). PRMT5 overexpression has been found to occur in various malignancies. Moreover, PRMT5 exhibits pleiotropic effects in other cell types, such as hematopoietic stem cells and T cells. Thus, PRMT5 inhibitors may have cell type-specific effects on gene expression and growth. Targeting PRMT5 in cancer patients with inhibitors may also result in other side effects, such as myelosuppression. The clinical activity and side effects of PRMT5 inhibitors need to be defined *in vivo* to obtain the best treatment response. Our findings indicate that inhibition of PRMT5 by shRNA or a pharmacological approach attenuated tumor progression; however, they also induced cancer cell interferon-related gene and PD-L1 expression. Given the importance of T cells to the tumor microenvironment, we hypothesized that PRMT5 inhibition may have negative immunomodulatory effects on T cells through the PD-L1/PD1 axis. Indeed, when PRMT5 was knocked down in lung cancer lines and cocultured with CD8 T cells *in vitro*, we found that the CD8 T cells exhibited reduced antitumor activity compared with control cells. Furthermore, targeting PRMT5 in immunocompromised mice with lung cancer resulted in reduced tumor progression; however, the treatment effect was reduced significantly in immunocompetent mice and associated with increased PD-L1 expression in the tumor tissue. Moreover, PRMT5 inhibition induced PD1 expression, which mitigates CD8 T cell antitumor activity. Mechanistically, we found that tumors lacking PRMT5 showed decreased H4R3 me2s deposition on the *STAT1* and *CD274* promoters and exhibited increased expression of genes for both type I IFN and the immune checkpoint ligand, *CD274*.

The PRMT5 inhibitors, EPZ015666 and DST-437, suppress Tregs and CD8T cells. EPZ015666 directly upregulates p53 and impairs the AKT signaling pathway in human CD8 T cells (16, 26). Interestingly, PRMT5 depletion antagonizes melanoma growth in immunocompetent, but not immunocompromised, mice. The mechanism is that PRMT5 inhibition increases the abundance of infiltrated immune cells, but has no obvious effects on melanoma cells (27). Monotherapy is ineffective; combination of either genetic or pharmacological PRMT5 inhibitors with anti-PD-1 therapy results in the inhibition of melanoma growth, which is CD8 T cell-dependent (27). However, we demonstrated that targeting PRMT5 induced PD-L1 expression in cancer cells, and it compromised CD8 T cell antitumor immune responses in immunocompetent mice, suggesting that PRMT5 inhibition may have different effects on the immune cell functions in different tumor types. We further established the molecular mechanisms through which inhibition of PRMT5 activity indirectly compromised the antitumor response by T cells through histone methylation, providing a compelling new pathway to target. We also provided strong evidence for the essential partnership between PRMT5 inhibition and anti-PD-L1 therapy in lung cancer to improve treatment efficacy. Our findings emphasize the importance of considering side effects on the immune system when developing strategies to inhibit PRMT5 and provide a rationale for combination therapy with anti-PD-L1 therapy in lung tumors treated with PRMT5 inhibitors.

Currently, GSK3326595, JNJ-64619178, and PF-06939999, three PRMT5 inhibitors with different mechanisms of action against PRMT5 and its S-adenosylmethionine substrate, are being evaluated in four clinical trials for both hematologic and solid tumors (Clinical Trial Nos.: NCT03614728, NCT02783300, NCT03573310, NCT03854227). PRMT5 depletion is known to be embryonically lethal; thus, treatment with PRMT5 inhibitors, such as GSK3326595, may induce toxicity later in clinical trials. To date, little is known about how PRMT5 inhibitors affect immune cells in the tumor microenvironment or the human immune system. In summary, our study revealed that PRMT5 inhibitors represent a double-edged sword as they can selectively kill cancer cells but may also deter the antitumor immune response. We show that combination PRMT5/PD-L1 inhibition may achieve a better antitumor effect: targeting PRMT5 to directly inhibit tumor cell survival and targeting PD-L1 to overcome the side effects of targeting PRMT5 and enhance immune function. Overall, our findings address an unmet clinical need through the combination of PRMT5 inhibition and anti-PD-L1 therapy, which may represent a promising strategy for lung cancer therapy.

## Data Availability Statement

The original contributions presented in the study are publicly available. These data can be found here: https://www.ncbi.nlm.nih.gov/geo/, accession: GSE178521.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Research Ethics Board of Xinhua Hospital, Shanghai Jiao Tong University School of Medicine. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Institutional Animal Care and Use guidelines, Xin Hua Hospital Committee.

## Author Contributions

LS, YZ, and HX designed the experiments. BZ, RH, ZC, SC, and NC, performed the experiments. YZ and BZ analyzed the data. LS, YZ, and BZ wrote the manuscript. All authors contributed to the writing and providing of feedback. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Natural Science Foundation of China [81571525, 81873863, and 82071753 to YZ], the Shanghai Municipal Education Commission—Gaofeng Clinical Medicine Grant Support [20161315 to YZ], the Key Specialty Development Program of Xin Hua Hospital and Shanghai Municipal Health Commission (to LS), and Medicine and Engineering Cross Research Foundation of Shanghai Jiao Tong University (Project No. YG2017ZD02 to LS).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

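RNA-seq of NCI-H460 cells with control shRNA (NC-shRNA, 3 libraries) and PRMT5 shRNA (PRMT5-shRNA, 3 libraries) was analysed. Condition and replicate number came from the sample labels and the paper. According to the methods, the authors mapped reads with Hisat2 and estimated expression with StringTie and Ballgown, and they deposited an estimated count per gene and library without normalization. The authors also deposited FPKM values, normalized for gene length and library size. The estimated counts were already whole numbers, so rounding changed nothing. The test for counts planned beforehand was kept for these estimated counts. How the authors' counting treated strand or overlapping genes is not named in the paper's text, so reads of overlapping genes may have been divided between them. Of the genes described at the claims, ADAM19, DDIT3, HYPK and IDO1 overlap another annotated gene on the same strand, and PRMT5, ARG2, LRRC32, FGL2 and ARMC10 on the other strand only.

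Counts were normalized by edgeR's TMM method (edgeR 4.0.16 in R 4.3.3) and filtered with filterByExpr by group, which left 20295 of 58825 genes. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The volcano plot thresholds were taken as an unadjusted p under 0.05 and a fold change over 1.5, from the dashed lines in Figure 1B. Gene lists were tested with limma's camera (limma 3.58.1) with an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, and with Fisher's exact test. Comparisons of 1 gene between 3 and 3 libraries also had an exact two-sided permutation test, which cannot go below 0.10. Standard errors of edgeR log2 fold changes were derived from the F statistic. Positions and overlapping genes came from GENCODE release 29 of GRCh38.

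The genes named are those in Figures 1D and 1E, and up to 5 higher and 5 lower genes with the smallest p among those with an adjusted p under 0.05, a fold change over 1.5 and no overlap between the groups. Only 4 lower genes met this rule. Genes at 0 in one group and at 10 or more counts in all 3 libraries of the other were taken as a group. Of the Figure 1D symbols, PRCKB and FCG matched no gene name in the data and were left out. They were not read as other symbols. If FCG is a misprint of FGG, a further gene of Figure 1D passed, as FGG had an edgeR adjusted p of 0.020.

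The fits were tested on simulated counts in which 200 of 19590 genes were changed. The quasi-likelihood test recovered 75% of genes changed 2-fold and 98% of genes changed 4-fold, with 14 false calls among 187. DESeq2 recovered 93% and 98%, with 67 false calls among 258. The likelihood ratio test recovered 90% and 99%, with 68 false calls among 257. The replicate block recovered 61% and 97%, with 12 false calls among 170. The limma fit, on log2 of simulated values plus 1, tested 11623 genes after its filter. It recovered 83.5% and 97.9% of the changed genes it tested, with 12 false calls among 180. Its simulated values were counts scaled to library size, on another scale than FPKM and not divided by gene length. On the FPKM of the data this fit tested 14707 genes, so its simulated figures may not hold there. The changed genes had means of at least 200 counts, so less expressed genes were not covered.

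The total count per library ranged from 53531257 to 70518401. Low counts gathered at multiples of 4, so totals are not numbers of fragments. Folds against a group at 0 counts use a floor of 3 counts, and also one of 12 counts, chosen after seeing the data, which is 3 fragments if each gives 4 counts. Floors cover counting error only. Pairs of libraries differed by at least 42.2 times the chi-square expected from counting noise per degree of freedom, so none was treated as a duplicate. The labels number the replicates 1 to 3 in both groups, which is the only source of a pairing. Alternatives were other normalizations, filters and tests (DESeq2 1.42.0), limma on log2 FPKM with a pseudocount of 1 or 0.1 and a minimum mean FPKM of 0.5, a replicate block, and each library left out in turn.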

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

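The gene lists for the stress response, heat shock and cell types, and the tests on them and on transcript length, were chosen after the first fit was seen. The lists were prompted by VWF, KDR, CLEC14A, RHOJ, DDIT3, NUPR1 and the heat shock genes HSP90AA1 and BAG2, seen to differ in the same data. These genes were left out of the lists, while GDF15 in the stress response list and LAPTM5 in the blood cell list, past the volcano plot thresholds in other lists, were not.

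Beyond the matched genes of Figure 1D, 13 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. Higher in PRMT5-shRNA cells were MMP1 (log2 fold change 3.58), ADAM19 (1.87), DDIT3 (1.28), LIFR (1.15), NUPR1 (1.09), FGG (0.88), ARMC10 (0.83) and OLFML2A (0.55). Lower were IL1R2 (-4.33), HYPK (-3.84) and FRMD8 (-1.25). Against a floor of 3 counts CU639417 was at least 68.6-fold and VWF at least 41.2-fold higher, and against a floor of 12 counts, which applies if each fragment gives 4 counts, at least 17.1-fold and 10.3-fold, with 0 counts in all 3 NC-shRNA libraries. MMP1, VWF, LIFR, NUPR1 and OLFML2A fell outside the rule for named genes and were picked after their values were seen. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many called genes. The other splits of the 10 part 1 pair each, and none of the 9 gave more than 5 genes, against 14. With so few splits, chance cannot be ruled out. The design had 1 PRMT5 hairpin group and no second hairpin group, so an effect of the hairpin apart from PRMT5 was not tested.

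In all 3 NC-shRNA libraries, 11 genes had 0 counts while each PRMT5-shRNA library had at least 10, and 7 genes showed the opposite. Only 2 of these 18 genes passed an adjusted p of 0.05. VWF, KDR, CLEC14A and RHOJ, among the 11, are expressed in endothelial cells. Against the floor of 12 counts, KDR was at least 1.70-fold and CLEC14A at least 2.07-fold higher. For RHOJ, with 11, 12 and 11 counts in the PRMT5-shRNA libraries, the bound was 0.974-fold, so a rise is not shown if each fragment gives 4 counts. RNA of endothelial cells in the PRMT5-shRNA libraries was tested as a candidate source with 29 other endothelial genes. Of the 27 with counts, 14.8% (4 genes) were higher in every PRMT5-shRNA library, where chance gives 5% and all genes with counts gave 7.78%. Of the other cell types, the fibroblast list reached 17.6% (3 of 17 genes). PECAM1 had 30, 5 and 8 counts in the NC-shRNA libraries and 104, 100 and 109 in the PRMT5-shRNA libraries. Many list members, such as ESAM, MMRN1 and EGFL7, were well expressed in NC-shRNA cells, so they could not show a trace of endothelial RNA. Members with 0 counts in every NC-shRNA library could show one. In PRMT5-shRNA replicates 1, 2 and 3, TIE1 and ECSCR each had 8, 0 and 0 counts, ICAM2 0, 4 and 0, and EMCN 11, 4 and 0. SELE and ARHGEF15 had 0 in every library. None of these members rose in all 3 PRMT5-shRNA libraries, where VWF had 128, 105 and 122 counts. PECAM1 did rise in all 3, and the other counts are low, so endothelial RNA in the PRMT5-shRNA libraries stays open as a source. A change of these genes through PRMT5 or through differences between cell populations was not tested.

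DDIT3 and NUPR1 belong to the integrated stress response. Of 36 other genes of this response, 35 were higher in PRMT5-shRNA cells, with a median log2 fold change of 0.32 (camera adjusted p over 2 lists 1.96e-14). Of 27 heat shock genes, 3 were higher and the rest lower, with a median of -0.36 (camera adjusted p 1.55e-09). These p-values assume an inter-gene correlation of 0.01. With the correlation estimated from the data they were 0.047 and 0.092, so the heat shock list no longer passed. Over 23 settings the adjusted p reached from 8.67e-25 to 0.047 for the stress response and from 4.50e-17 to 0.092 for heat shock. Fold changes rose with transcript length (Spearman correlation 0.245 across 13563 genes, which are not independent replicates). After a correction for length, the adjusted p was 3.06e-14 for the stress response and 7.03e-10 for heat shock. With the replicate number as a block it was 6.55e-12 and 1.14e-08. Without the members past the volcano plot thresholds (CARS, GDF15, HSPA1B and HSPA8), left out after their values were seen, it was 6.41e-13 and 9.14e-09, and 0.046 and 0.086 with the estimated correlation. Among the 4 comparable splits, and among all 10, 1, the real one, gave a camera p as small, for each list. The smallest camera p of another split was 7.90e-05 for the stress response and 2.02e-05 for heat shock, in a split that still holds 2 libraries of one group against 1 of the other on each side. A higher integrated stress response after PRMT5 knockdown may be a candidate explanation, as a hypothesis from the same data. With 3 and 3 cultures the splits are too few to rule out chance, and stress from handling or from the hairpin was not tested.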

How the results depend on the processing

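Alternatives were set before the data were examined, except the division of counts by 4, the GC and length corrections, the lists without the Figure 1D genes and the likelihood ratio test, which were chosen after seeing the data. Where a result changed, the cause was not tested. A pseudocount on FPKM, however, lowers the fold changes of genes with low FPKM by construction.

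The log2 fold change of PRMT5 stayed between -1.66 and -1.49 across 22 alternatives. It failed the adjusted p of 0.05 with the replicate block (-1.62, adjusted p 0.14), the block with GC correction (-1.62) or with length correction (-1.60), and the linear model per gene on log2(FPKM + 1) (-1.49), with adjusted p-values from 3.18e-42 to 0.144 over its alternatives. CD274 stayed between 0.43 and 0.94 and ARG2 between 0.62 and 1.11. They passed with DESeq2 (0.88 and 0.96) and with the likelihood ratio test (0.89 and 0.96), and their adjusted p ran from 3.19e-04 to 0.366 and from 6.75e-04 to 0.384. On simulated counts both of these tests made more false calls than the quasi-likelihood test. IDO1 stayed between 0.17 and 1.27 in the 19 alternatives that tested it, and passed in none of them. The lowest values of CD274, ARG2 and IDO1 came from log2(FPKM + 1). The added 1 is large beside their FPKM and shrinks the fold change. The mean FPKM of CD274 was 0.577 in NC-shRNA and 1.12 in PRMT5-shRNA cells. With a pseudocount of 0.1, the log2 fold change was 0.85 for CD274 and 0.97 for ARG2.

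Against 10 higher and 4 lower genes at an adjusted p under 0.05, DESeq2 gave 303 and 227, the likelihood ratio test 119 and 65, and the length correction 16 and 7. The replicate block gave 0 and 0, with 2382 genes at an unadjusted p under 0.05, and so did the block with GC correction (0 and 0, 2436 unadjusted) and with length correction (0 and 0, 2402 unadjusted). The linear model per gene gave 0 and 2 (2165 unadjusted), and limma on log2(FPKM + 1) without a filter gave 1 and 4. An adjusted p under 0.1 gave 21 and 12, and one under 0.01 gave 0 and 2. Leaving out 1 library gave from 4 to 16 higher and from 3 to 10 lower genes across 6 fits, which shared between 3 and 10 of the 14 genes.

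Against 513 higher and 262 lower genes past the volcano plot thresholds, limma gave 94 and 58 on log2(FPKM + 1), 305 and 132 on log2(FPKM + 0.1), and 91 and 61 without a filter. The linear model per gene gave 57 and 35. A fold change of 2 gave 242 and 125, and an adjusted p under 0.05 gave 9 and 4. Higher genes made up 66.2% with TMM, 65.2% with DESeq2 size factors and 66.5% with upper-quartile normalization. Their share was 59.9% with limma on log2(FPKM + 1) without a filter, and ran from 56.9% to 69.6% with 1 library left out, with 59.4%, 58.9% and 56.9% without PRMT5-shRNA replicates 1, 2 and 3.

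Of the 17 Figure 1D genes, 1 was called in the direction drawn. DESeq2 called 11 and the likelihood ratio test 6. The block called 0, also with GC correction (0) or length correction (0), and so did the linear model per gene (0). In the fits on filtered FPKM, 13 of the 17 genes could be tested. Leaving out 1 library called from 1 to 2.

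The adjusted p of the T cell activation list was 0.064. It was 0.026 with DESeq2, 0.043 with counts divided by 4 and 0.015 with Fisher's exact test, but 0.21 with limma on log2(FPKM + 1) and on log2(FPKM + 0.1), 0.29 with the estimated inter-gene correlation, and 0.58, the highest over its alternatives, without the Figure 1D genes. Their removal takes out all members past the volcano plot thresholds but LAPTM5, so the loss was largely fixed in advance. The interferon list (0.34) passed with limma on log2(FPKM + 1) without a filter (0.046), the lowest of a range up to 0.541. The p53 target list (0.064) passed with DESeq2 (0.023), limma on log2(FPKM + 1) without a filter (0.0020), the linear model per gene (0.032) and counts divided by 4 (0.043), and ranged from 0.028 to 0.40 with 1 library left out. The proliferation list (0.032) failed with no filter on low counts (0.053), the replicate block (0.0595), the block with length correction (0.069), limma on log2(FPKM + 1) (0.14), on log2(FPKM + 0.1) (0.14) and without a filter (0.14), the linear model per gene (0.16), the estimated inter-gene correlation (0.37) and Fisher's exact test (1), and ranged from 0.0050 to 0.13 with 1 library left out. The antigen presentation list turned upwards in limma on log2(FPKM + 1) without a filter (0.80) and in the linear model per gene (0.90).

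For the other 21 named genes, 64 of 449 comparisons lost their call and 12 gained one, with 0 reversed. IDO1 and LRRC32 had at most 75 and 129 counts in a library, and whether depth limited their tests was not tested.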

Differences from the paper's values

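The paper's volcano plot prints about 150 lower genes (Fig. 1B, read by eye to 2 digits), where 262 were found here at an unadjusted p under 0.05 and a fold change over 1.5. The paper's statistics section takes a p of 0.05 as the limit of significance for all its data, and its text names no fold change for the volcano plot. Of the alternatives set before the data were examined, limma on log2(FPKM + 0.1) gave 132 and a fold change of 2 gave 125, each within 1.5 times the paper's number, and the others did not come as near. Counts divided by 4 (199) and the replicate block with length correction (201), both chosen after seeing the values, also came within 1.5 times. For the higher genes, the paper's about 370 in Fig. 1B and the 513 found here lie within 1.5 times of each other. With limma on log2(FPKM + 0.1) the higher genes were 305, also within 1.5 times, but with a fold change of 2 they were 242, which is not.

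The paper draws the Figure 1D genes as differing between the groups. In edgeR's quasi-likelihood test PRMT5 was the only one of 17 with an adjusted p under 0.05. DESeq2 called 11 of the 17, among them CD274, ARG2, LRRC32, FGL2 and ICOSLG, and edgeR's likelihood ratio test, chosen after seeing the data, called 6, among them CD274 and ARG2. On simulated counts, however, 67 of 258 DESeq2 calls and 68 of 257 likelihood ratio calls were false, against 14 of 187 in the quasi-likelihood test. With PRMT5-shRNA replicate 2 left out, DUSP3 was also called.

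The paper states an enrichment for negative regulation of T cells and for an interferon response. Here the camera adjusted p was 0.064 for the T cell activation list and 0.34 for the interferon list, with lists that are not those of the paper. The T cell list passed with DESeq2 (0.026), Fisher's exact test (0.015) and, chosen after seeing the data, counts divided by 4 (0.043), and over all its alternatives ran up to 0.58. The interferon list passed with limma on log2(FPKM + 1) without a filter (0.046).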

Other observations

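The tests on GC content, transcript length and low counts were chosen after the first results were seen, and the count of splits for the volcano plot thresholds after its own result was seen.

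Higher p53 targets were tested as a hypothesis. The list of 35 genes was higher, with 23 of 35 genes up and a median log2 fold change of 0.08, but its camera adjusted p over 5 lists was 0.064. Its members GDF15 and SESN2 are also in the integrated stress response list, so their rise does not single out p53. Lower proliferation genes were tested as well. Of 50 genes, 15 were higher, with a median of -0.07 and an adjusted p of 0.032, and 0.034 after length correction, but 0.37 with the inter-gene correlation estimated from the data. Class I antigen presentation genes did not rise, with a median log2 fold change of -0.04 over 19 genes and an adjusted p of 0.42. Over their alternatives the adjusted p ran from 0.0020 to 1 for p53 targets, from 0.0050 to 1 for proliferation and from 0.29 to 1 for antigen presentation.

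Other splits of the 6 libraries were compared with the real one. Of the 4 that part all 3 same-numbered pairs, 1 (the real one) gave as many genes past the volcano plot thresholds, 1 as small a camera p for the T cell activation list and 1 for the p53 target list. For the type I interferon, proliferation and antigen presentation lists, 2 of the 4 did, so 1 split that mixes the groups did as well as the real one. The other 6 splits part 1 pair each. Of all 10 splits, the real one included, 1 gave as small a camera p for the T cell activation list, 4 for the interferon list, 3 for the p53 target list, 2 for the proliferation list and 3 for the antigen presentation list. The splits other than the real one gave between 301 and 399 genes past the thresholds, against 775. The smallest share that 4 splits can give is 0.25, and 10 splits 0.1, so no share can fall under 0.05.

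Genes past the volcano plot thresholds were higher more often than lower (66.2%). GC content and transcript length were tested as candidate causes. The share was 65.4% after GC correction and 69.4% after length correction, while the Spearman correlation of fold changes with GC content went from -0.063 to -0.013 and with length from 0.245 to 0.019 across genes, which are not independent replicates. The share thus changed little or rose when these trends were reduced. Other causes were not tested. The trend of fold changes with transcript length was as large in 2 of the 4 splits, the real one included, so 1 split that mixes the groups showed it as well.

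Low counts gathered at multiples of 4. A computation of counts from coverage, with an assumed read length that is too short, was tested as a candidate cause. If so, genes with a single annotated transcript should have shown the excess more. They showed it less: 33.0% of their counts from 1 to 14 were 4, 8 or 12, against 48.7% in genes with several transcripts, a difference of -15.8 percentage points, where an even spread gives 21.4%. These groups of genes may differ in more than their number of transcripts, which was not examined, so the comparison does not rule this cause out. The origin of the excess stays open. With counts divided by 4, 400 genes were higher and 199 lower past the thresholds.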
